# Progressive obesity leads to altered ovarian gene expression in the Lethal Yellow mouse: a microarray study

**DOI:** 10.1186/1757-2215-2-10

**Published:** 2009-08-03

**Authors:** John Brannian, Kathleen Eyster, Mandi Greenway, Cody Henriksen, Kim TeSlaa, Maureen Diggins

## Abstract

**Background:**

Lethal yellow (LY; C57BL/6J *A*^*y*^/*a*) mice exhibit adult-onset obesity, altered metabolic regulation, and early reproductive senescence. The present study was designed to test the hypothesis that obese LY mice possess differences in expression of ovarian genes relative to age-matched lean mice.

**Methods:**

90- and 180-day-old LY and lean black (C57BL/6J *a/a*) mice were suppressed with GnRH antagonist (Antide^®^), then stimulated with 5 IU eCG. cRNA derived from RNA extracts of whole ovarian homogenates collected 36 h post-eCG were run individually on Codelink Mouse Whole Genome Bioarrays (GE Healthcare Life Sciences).

**Results:**

Fifty-two genes showed ≥ 2-fold differential (p < 0.05) expression between 180-day-old obese LY and lean black mice. LY mice exhibited elevated ovarian expression of agouti (350×), leptin (6.5×), and numerous genes involved in cholesterol/lipid transport and metabolism, e.g. lanosterol synthase, *Cyp51*, and steroidogenic acute regulatory protein (*Star*). Fewer genes showed lower expression in LY mice, e.g. angiotensinogen. In contrast, none of these genes showed differential expression in 90-day-old LY and black mice, which are of similar body weight. Interestingly, 180-day-old LY mice had a 2-fold greater expression of 11beta-hydroxysteroid dehydrogenase type 1 (*Hsd11b1*) and a 2-fold lesser expression of 11beta-hydroxysteroid dehydrogenase type 2 (*Hsd11b2*), differences not seen in 90-day-old mice. Consistent with altered *Hsd11b *gene expression, ovarian concentrations of corticosterone (C) were elevated in aging LY mice relative to black mice, but C levels were similar in young LY and black mice.

**Conclusion:**

The data suggest that reproductive dysfunction in aging obese mice is related to modified intraovarian gene expression that is directly related to acquired obesity.

## Background

The negative impact of obesity on fertility is well recognized [1-3]. Moreover, obesity leads to progressive health disorders associated with the metabolic syndrome. These include polycystic ovary syndrome (PCOS), which is the most prevalent endocrinopathy of reproductive age women and a major cause of infertility. Numerous animal models of obesity have been studied, including the *ob/ob *and *db/db *mutant mouse strains. However, these mouse models do not mimic typical human obesity. The *ob/ob *mouse, for example, lacks bioactive leptin [4] whereas the *db/db *mouse possesses a dysfunctional leptin receptor [5]. These types of mutations resulting in complete dysregulation of body weight control are rarely found in the human population.

The lethal yellow (LY) mouse (C57BL/6J *A*^*y*^/*a*) possesses a gene deletion in the promoter and first exon region of the agouti protein gene locus that brings an upstream promoter into place, resulting in the inappropriate constitutive expression of the agouti gene [6]. In the hypothalamus, the over-expressed agouti protein acts as an antagonist of melanocortin-4 receptors (MCR4) [7], which play a critical role in central appetite and metabolism regulation [8]. This interferes with normal satiety control resulting in hyperphagia [9]. As a consequence, LY mice exhibit progressive adult-onset obesity, and gradually develop insulin resistance [10], hyperleptinemia [11,12], central leptin resistance [13].

Early reproductive senescence is also a hallmark feature of the *A*^*y*^/*a *genotype [12,14-18]. Granholm and co-workers [14] found that LY mice over 120 days old exhibited abnormal estrous cyclicity and decreased mating success relative to age-matched black mice lacking the agouti mutation (C57BL/6J *a/a*), although ovulation rate did not differ. Based on vaginal smears, younger (< 120 days) LY mice had estrous cycles of 4–5 days in length and were indistinguishable from cycles of age-matched black mice [15]. With advancing age and progressively increasing obesity, the estrous cycles of yellow mice lengthened and prematurely ceased between 200–250 days [15]. Ovarian function could be maintained in aged LY mice stimulated with eCG/hCG, although fewer developing embryos tended to be recovered than from identically-treated black mice [14].

To elucidate whether impaired fertility in aging LY mice was due to intrinsic ovarian defects or to extraovarian factors, Granholm and Dickens [16] performed reciprocal ovarian transplantation between young (70–90 days old) LY (*A*^*y*^/*a*) and black (*a/a*) mice and followed reproductive function as the animals aged. Black mice with transplanted ovaries from LY mice exhibited normal fertility. In contrast, LY mice with transplanted ovaries from black mice experienced diminished reproductive function similar to intact LY mice [16]. These authors concluded that there was no underlying intrinsic defect in the ovaries of LY mice, but rather impaired fertility must result from either abnormal hypothalamic-pituitary control or from extraovarian factors that altered the function of ovarian cells.

The loss of reproductive function in LY mice is directly related to obesity. LY mice maintained on a fat-restricted diet that kept their body weight under 30 g, continued to cycle normally as they aged, but LY mice weighing more than 30 g acquired irregular and lengthened cycles [17]. In addition, 270-day old LY mice fed a low-fat diet had similar ovarian histology and equivalent number of antral follicles on proestrus as age-matched black mice [18]. Premature cessation of ovulation in aging LY mice correlated with increasing body weight and circulating leptin concentrations [12]. Moreover, *in vitro *blastocyst development of embryos from 180-day LY mice was impaired compared with embryos from black mice, and this correlated negatively with leptin levels [12]. Collectively these results suggest that early loss of fertility in LY mice is the result of progressive obesity, which is mediated by altered ovarian function as the result of either modified gonadotropic control and/or extraovarian factors arising from obesity. The present study was designed to test the hypothesis that progressive obesity in LY mice alters ovarian gene expression independently of altered hypothalamic-pituitary control.

## Methods

### Animals

The study was approved by the Augustana College Animal Care and Use Committee. Black (C57BL/6J *a/a*) and LY (C57BL/6 *A*^*y*^/*a*) mice from the Augustana College Biology Department breeding colony were used for the study. Founder mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME, USA). Mice were fed maintenance diet (Harlan Teklad, Madison, WI, USA) and fresh water *ad libitum*, and housed in groups of three mice per cage on a 14:10 light/dark cycle with lights on at 0600 [12].

To exclude gonadotropin-mediated effects, 90- and 180-day old LY and black female mice were suppressed with GnRH antagonist (Antide^©^, Bachem, Torrance, CA) prior to administration of eCG (Sigma) to stimulate coordinated follicle development. The ovarian suppression protocol was validated in preliminary studies by suppression (> 80%) of serum FSH, cessation of cyclicity based on vaginal cytology, and absence of large follicles and corpora lutea on ovarian histology (unpublished data). Late estrus/metestrus mice were given Antide (10 μg/g BW, i.p.) on the morning of day 1 of treatment, and again on the morning of day 4. On the evening of day 5, mice were injected i.p. with 1 IU/5 g BW eCG. The mice were sacrificed 36 hours after eCG injection and ovaries immediately removed and trimmed of surrounding fat and connective tissue. Ovaries were placed in RNA Later (Ambion, Austin, TX) for subsequent RNA extraction.

### RNA Extraction

RNA was extracted as described [19]. Each ovary was homogenized in 1 ml TRI reagent (Molecular Research Center, Cincinnati, OH). Sodium acetate and bromochloropropane were mixed with the homogenate, the sample was incubated on ice for 15 min, and then centrifuged to separate the phases. The aqueous phase containing RNA was removed and purified on an RNeasy column (Qiagen, Valencia, CA). The sample was treated with an on-column RNase-free DNase to remove any potentially contaminating genomic DNA. Total RNA was eluted from the column. The RNA concentration and purity were calculated using the RNA 6000 Nano LabChip in an Agilent Bioanalyzer. The RNA was stored at -70°C prior to processing for DNA microarray analysis.

### DNA Microarrays

CodeLink Whole Mouse Genome Bioarrays (GE/Amersham, Piscataway, NJ, now Applied Microarrays, Tempe, AZ) were used for the analysis of differential gene expression. These microarrays contain 3.3 × 10^4 ^single-stranded 30-mer oligonucleotide probes for mouse genes and transcribed sequences. Biotinylated cRNA probes were synthesized from the extracted RNA samples per supplier's directions as previously described [19] using CodeLink Expression Assay Reagent Kit (GE-Amersham Biosciences). Individual samples were run on separate microarrays (90-day LY n = 3, 90-day black n = 3, 180-day LY n = 3, 180-day black n = 3); no samples were pooled. The biotinylated cRNA was fragmented and hybridized with the DNA microarray slides for 18 hours at 37°C. The hybridized slides were washed and incubated with streptavidin-Alexa Fluor 647 (Molecular Probes/Invitrogen) to label the cRNA and washed again. An Axon GenePix Scanner was used to scan the microarrays. GenePix Pro software (MDS, Inc., Toronto, ON) was used to acquire and align the microarray image. CodeLink software (Applied Microarrays, Tempe, AZ) applied the background correction. GeneSpring 7.0 software (Agilent, Santa Clara, CA) was used to normalize the expression of each gene to the median gene expression and to normalize each slide to the 50^th ^percentile of gene expression. Statistical analysis of the data was performed using GeneSpring 7.0 (Agilent), with the p value set at 0.05 for the t-test. Multiple testing correction used the Benjamini and Hochberg False Discovery Rate. Approximately 5% of the genes would be expected to pass this restriction by chance with this test. The data set for these DNA microarrays has been deposited at the National Center for Biotechnology Information Gene Expression Omnibus [GEO; ] as recommended by Minimum Information About a Microarray Experiment [MIAME] standards and can be accessed through accession number GSE14937.

### Real Time RT-PCR

Pre-designed primers and fluorescent (FAM) labeled minor groove binding probe were obtained from Applied Biosystems (Foster City, CA). Real time RT-PCR was carried out with TaqMan Gold RT-PCR reagents (Applied Biosystems) as described [19]. Changes in expression of genes of interest were calculated relative to an endogenous control (GAPDH). An RNA concentration-response validation curve was carried out to determine the concentration of RNA to add to the RT-PCR reaction. All samples were run in duplicate, n = 3 animals. The Relative Expression Software Tool (REST^©^) [20] was used to analyze the data from the real time RT-PCR reaction.

### Radioimmunoassay and Tissue Extraction for Corticosterone Measurement

An additional set of 90- and 180-day old LY and black mice (n = 5 per group) was GnRH antagonist-suppressed and eCG-stimulated as described earlier. Both trimmed ovaries from each animal were combined, weighed and homogenized in a 200 μL of methanol to extract the steroids, yielding ~90% recovery efficiency. Corticosterone concentrations in ovarian extracts were measured using a competitive RIA for mouse and rat corticosterone (MP Biomedicals, Orangeburg, NY). All samples were run in a single assay run. Intra-assay CV was ~7.5%. Tissue concentrations were expressed as ng/mg wet weight, and were compared among groups by ANOVA with Fisher's LSD test.

## Results

There was no difference in body weight between 90-day old LY and black mice, but 180-day old LY mice were significantly heavier than black mice (Figure 1). 

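Gene expression was measured in whole ovaries of 180-day old LY mice and of lean black mice of the same age, 3 mice per group and 1 array per mouse. All 6 mice had been given Antide, a GnRH antagonist that suppresses the release of pituitary gonadotropins, at 10 μg/g body weight, and later eCG, a gonadotropin that drives follicles to grow, at 1 IU/5 g body weight by the methods. The ovaries were taken 36 h after eCG and trimmed of fat. RNA of a whole ovary mixes granulosa and theca cells, any luteal cells, oocytes, stroma, blood vessels and any tissue left on the surface, so each value is an average over these cells. The methods report that, in preliminary studies of the suppression, histology showed no corpora lutea. The one-colour CodeLink arrays held 36227 probes, of which 21615 are named for 1 gene, 681 for several genes and 13931 for none in the annotation used here. The authors corrected each probe's intensity for background and scaled each slide to its 50th percentile, and the deposited values are these relative intensity units. The methods also name a normalization of each gene to its median, which the deposited values do not carry, since each probe keeps its own level. The median value was 1.00 on each of the 6 arrays. The share of values at or above 0.2 units, the limit of sensitivity, ran from 82.8% to 83.1% on the arrays of black mice and from 82.8% to 83.3% on those of LY mice. Here the values were divided by the array's median, values under 0.01 units were set to 0.01, and log2 was taken. The 31359 probes with a mean of at least 0.2 units in at least 1 of the study's 4 groups were tested with limma in 1 model of all 12 arrays, the 90-day mice included, with the Benjamini-Hochberg adjustment and a threshold of 0.05. A probe near the limit of sensitivity has a fold that depends on the floor of 0.01 units, and the number of arrays limits the precision of every comparison. Where all arrays of a group lie under 0.2 units, the fold is given as a lower bound, with each of those arrays set to 0.2 units.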

Initial DNA microarray experiments were conducted using 180-day old mice to determine whether there were differences in ovarian gene expression between obese LY mice and lean black mice. Unidentified genes and expressed sequence tags (EST) were removed from analysis, as were those genes whose expression was less than 0.2 relative intensity units (the limit of sensitivity) in both control and treatment groups. To limit analysis to those genes most likely to be physiologically relevant, only those identified genes with at least a 2 ± 0.1-fold difference in expression were included in the final data set. 

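Ovaries of 180-day old LY mice differed from those of black mice at 14 probes in limma's test over all probes, 13 of them higher and 1 lower in LY mice. Of the 13 with a gene name, 8 encode agouti, 6 enzymes of cholesterol synthesis (Idi1, Cyp51, Lss, Hmgcs1, Fdps and Mvk) and Tmem97, an endoplasmic reticulum protein of sterol handling. Me1, the malic enzyme that supplies NADPH for lipid synthesis, rose from 59.2 ± 3.88 to 113 ± 13.8 units (SD, n = 3 mice each), and Tmem97 rose from 21.8 ± 0.598 to 35.3 ± 0.745. Slc28a2, a nucleoside transporter, rose 1.65-fold and Cisd3, a mitochondrial iron-sulfur protein, 1.69-fold, with a second Cisd3 probe at 1.41-fold (adjusted p = 0.261). Svep1, an extracellular matrix protein, was at least 1.14-fold higher, since all 3 black mice lay under 0.2 units. That bound is not firm, since 180-day LY replicate 1, at 0.171 units, lay under the limit as well. Svep1 lost its call with a floor of 0.2 units, a pseudocount of 0.1 or an intensity trend. The uncharacterized transcript D630039A03Rik fell from 4.46 ± 0.888 to 1.40 ± 0.263 units. Named genes past the threshold that also differed at least 1.9-fold in the fit numbered 6, of which 5 were higher (agouti, Idi1, Cyp51, Lss and Svep1) and 1 lower (D630039A03Rik), with Svep1 past that fold only through values under the limit of sensitivity. All 14 probes separated the 3 LY mice from the 3 black mice without overlap, as did 22.5% of all probes tested, where chance gives 10%. At an unadjusted p under 0.05, 3753 probes (12.0%) differed. Agouti kept its call when any 1 of the 12 arrays was left out, while each of the other 12 named genes lost it without 180-day black replicate 2 or 3 or 90-day LY replicate 2. Their adjusted p was at most 0.171 in any of these 12 fits, and the number of fits that kept the call ran from 1 for Lss to 8 for D630039A03Rik. The count of 14 became 6, 3 and 2 without 180-day black replicates 1, 2 and 3, 5 without 180-day LY replicate 3, 3 without 90-day black replicate 1, and 8 and 1 without 90-day LY replicates 1 and 2. The balance of 13 higher and 1 lower also depended on single arrays. It was 11 and 9, 13 and 8, and 2 and 3 without 180-day LY replicates 1, 2 and 3. Without 180-day black replicates 1, 2 and 3 it was 4 and 2, 3 and 0, and 2 and 0. The count of 6 became 2 without 180-day black replicate 2 or 3 or 90-day black replicate 1, 10 and 11 without 180-day LY replicates 1 and 2, 3 without 90-day black replicate 3 or 90-day LY replicate 1, and 1 without 90-day LY replicate 2. With quantile normalization 15 probes were higher and 4 lower, and over the alternative settings the count ran from 0, with the methods' t-test and the Benjamini-Hochberg adjustment (4202 without it), to 163, with limma's array quality weights.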

After these exclusions, 52 of the roughly 3.3 × 10^4 ^genes analyzed with the microarrays showed statistically significant differential expression. Twenty-eight of the differentially expressed genes have indentified protein products (Table 1). Two of these genes, agouti and *Raly *(hnRNP-associated with lethal yellow), a gene located in the deleted segment responsible for the LY syndrome, exhibited the expected differences in relative expression, i.e. agouti was 350-fold greater in LY mice and *Raly *expression was half that in black mice.

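Of the 28 genes of Table 1, 25 were measured by a probe named for that gene alone. Acetyl-CoA-acetyl transferase, hepatic lipase and Akr1b7 are not analysed here. 5 of the 25 passed limma's threshold over all probes, each higher in LY mice: agouti and the cholesterol enzymes Idi1, Cyp51, Lss and Hmgcs1. When adjusted over the list alone, 15 genes were higher and 5 lower, but the study chose the list on these arrays, so this count is not independent evidence. 13 of the 25 differed at least 1.9-fold in the fit, leptin among them only through values under the limit of sensitivity. Asgr1, the asialoglycoprotein receptor, had means of 2.60 ± 0.0987 units in black and 6.22 ± 2.00 in LY mice (SD, n = 3 each; 2.31-fold, adjusted p = 0.115), and Ly6d, a surface protein of lymphocytes and epithelia, 1.39 ± 0.160 and 3.22 ± 0.588 (2.30-fold, adjusted p = 0.115). Cpxm2, a member of the carboxypeptidase family, had 3.57 ± 0.660 and 1.76 ± 0.583 units (0.482-fold, adjusted p = 0.168), and Grin2c, a subunit of the NMDA receptor, 0.782 ± 0.124 and 0.435 ± 0.0668 (0.557-fold, adjusted p = 0.124). Pi4k2b, a lipid kinase, had a fold of 0.989, Sh3kbp1, an adaptor in receptor uptake, 0.923, Bcl2l11, which promotes apoptosis, 1.00, and Aipl1, a co-chaperone, 0.996, each read from the brightest probe of the gene. Dimmer probes, those of Pi4k2b and Aipl1 near the limit of sensitivity, gave a fold of at most 0.855 for Pi4k2b, with all 3 LY arrays under the limit, and fitted folds of 0.478 for Sh3kbp1 and 1.67 for Aipl1, none of them past the threshold. The count of 5 became 1 without 180-day black replicate 2 or 3, 180-day LY replicate 3 or 90-day LY replicate 2, 2 without 180-day black replicate 1, 180-day LY replicate 1, 90-day black replicate 1 or 90-day LY replicate 1 or 3, and 8 without 180-day LY replicate 2.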

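Agouti, whose protein blocks melanocortin receptors, stood at 0.294 ± 0.109 units in black ovaries, with 1 of 3 arrays under the limit of sensitivity, and at 103 ± 7.36 units in LY ovaries (SD, n = 3 mice each). The ratio of the means was 350.5, and limma's log2 fold change was 8.53 (standard error 0.24, adjusted p = 7.95e-08). Raly, an RNA-binding protein, had means of 18.1 ± 4.85 units in black and 10.2 ± 1.20 in LY mice (SD, n = 3 each), with no overlap between the groups. Its log2 fold change of -0.81 (standard error 0.19) did not pass over all probes (adjusted p = 0.169) and passed when adjusted over the genes of Table 1 alone (adjusted p = 0.00255 from limma). A second, dimmer Raly probe, the one that Table 1 lists, gave a 0.479-fold value (adjusted p = 0.204). Eif2s2, the beta subunit of translation initiation factor eIF2, lies next to Raly in the GRCm38.p6 annotation and had means of 57.1 ± 5.65 units in black and 42.4 ± 4.58 in LY mice (SD, n = 3 each; log2 fold change -0.43, adjusted p = 0.226 from limma). Of 18 measured genes near the agouti locus, agouti alone passed over all probes. When adjusted over the list alone, 3 were higher (agouti, the autophagy protein Map1lc3a and the acetyl-CoA synthetase Acss2) and 2 lower (Raly and Eif2s2). The list as a whole did not pass limma's camera with a preset correlation (median log2 change 0.11, adjusted p = 0.378), while fry called it (adjusted p = 0.000182). The list includes agouti itself, at 8.53, and was not tested without it, so the fry call does not show a shift of the other genes.

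**Figure D1:**
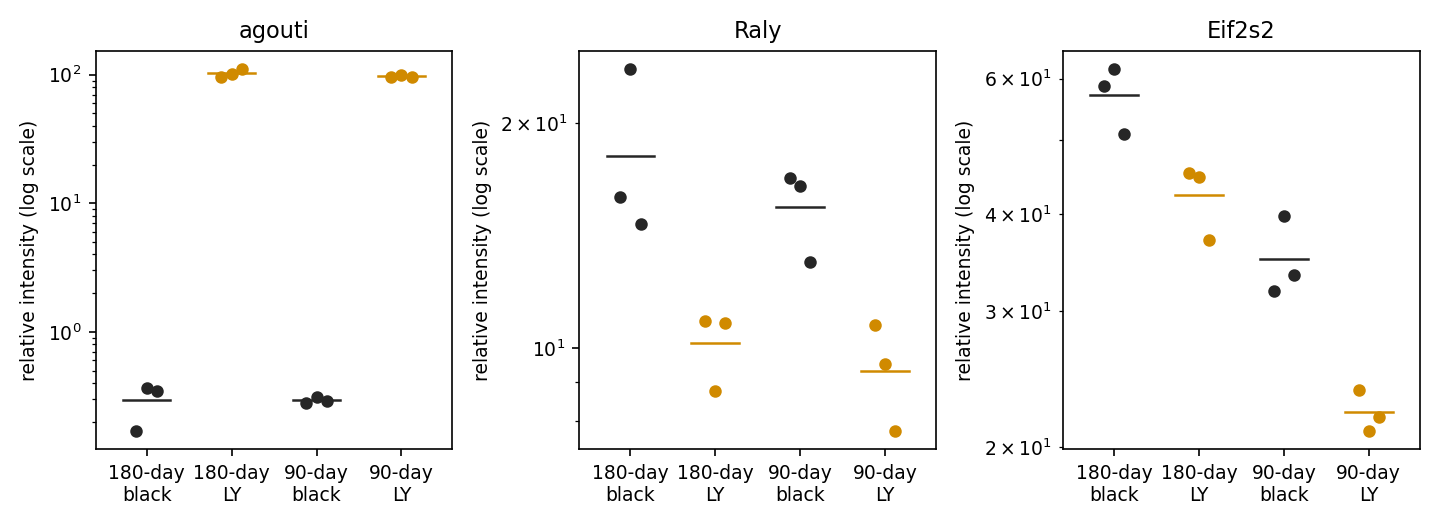
Relative intensity of agouti, Raly and Eif2s2 on each of the 12 arrays (log scale), with black mice in black and LY mice in orange, and a line at the mean of each group of 3. Agouti lies at or below 0.368 units on every black array and at or above 95.7 on every LY array, and at each age every LY array lies below every black array for Raly and Eif2s2.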

**Figure 1:**
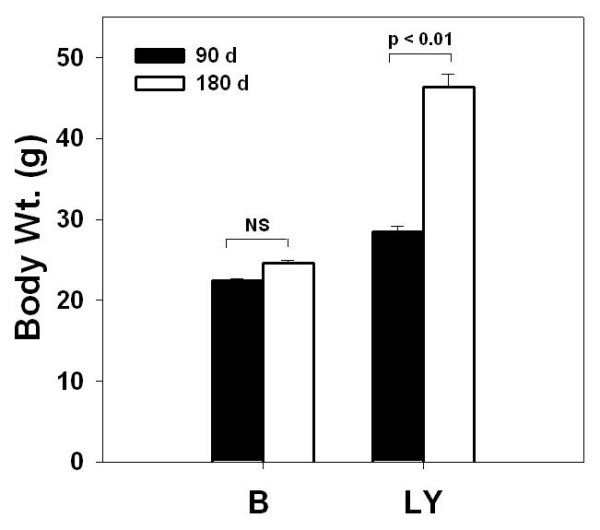
**Body weight (g) of 90 and 180-day black and LY mice (mean ± SEM; n = 3 for each group)**.

**Table 1:** Genes with differential (2.0 ± 0.1-fold; p < 0.05) ovarian expression in 180-day LY mice compared to age-matched black mice.

**Accession Number**	**Relative Expression**	**Name**
NM_028744.1	0.4	phosphatidylinositol 4-kinase type 2 beta
AK041828.1	0.4	SH3-domain kinase binding protein 1
*NM_023130.1*	0.5	**hnRNP-associated with lethal yellow (*Raly*)**
NM_018867.3	0.5	carboxypeptidase × 2 (M14 family)
NM_008289.1	0.5	hydroxysteroid 11-beta dehydrogenase 2 (*Hsd11b2*)
AW411692.1	0.55	BCL2-like 11 (apoptosis facilitator)
NM_010350.1	0.55	glutamate receptor, ionotropic, NMDA2C (epsilon 3)
NM_007428.2	0.55	angiotensinogen
		
NM_009338.1	1.9	acetyl-CoA-acetyl transferase
NM_145942.2	1.9	3-hydroxy-3-methylglutaryl-CoenzymeA-synthase (*Hmgcs1*)
BI246566.1	1.9	hepatic lipase
NM_026784.1	1.9	phosphomevalonate kinase
BM945729.1	1.9	NAD(P) dependent steroid dehydrogenase-like
NM_011485.3	1.9	steroidogenic acute regulatory protein (*Star*)
NM_053245.1	1.9	aryl hydrocarbon receptor-interacting protein-like 1
NM_030210.1	2	acetoacetyl-CoA synthetase
NM_008288.1	2	hydroxysteroid 11-beta dehydrogenase 1 (*Hsd11b1*)
NM_025436.1	2	sterol-C4-methyl oxidase-like (*Sc4mol*)
BY616448.1	2.1	fibroblast growth factor 12
NM_138656.1	2.1	mevalonate (diphospho) decarboxylase (*Mvd*)
NM_146006.1	2.2	lanosterol synthase
NM_010742.1	2.3	lymphocyte antigen 6 complex, locus D
NM_009714.1	2.4	asialoglycoprotein receptor 1 (*Asgr1*)
NM_020010.1	2.5	cytochrome P450, 51 (*Cyp51*)
NM_145360.1	2.6	isopentenyl-diphosphate delta isomerase (*Idd1*)
NM_009731.1	5.6	aldo-keto reductase family 1, member B7 (*Akr1b7*)
NM_008493.3	6.5	leptin
*NM_015770.2*	*350*	**agouti**

Genes structurally associated with the LY mutation are shown in bold. N = 3 animals per group.

Several genes involved in steroid synthesis and metabolism were up-regulated in LY mice, including steroidogenic acute regulatory protein (*Star*) and aldo-keto reductase family 1, member B7 (Akr1b7). 

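Star, which carries cholesterol into the mitochondria for the opening step of steroid synthesis, had means of 20.0 ± 3.70 units in black and 38.0 ± 8.59 in LY ovaries (SD, n = 3 mice each). Its 1.88-fold difference did not pass limma's threshold over all probes (adjusted p = 0.168) and passed when adjusted over the genes of Table 1 alone (adjusted p = 0.00255). Cyp11a1, the side-chain cleavage enzyme that makes pregnenolone, had 58.3 ± 0.789 and 82.7 ± 13.5 units (SD, n = 3 each; 1.41-fold, adjusted p = 0.220 from limma). Of 10 measured genes of ovarian steroidogenesis, none passed over all probes, and Star and Cyp11a1 alone were higher, with none lower, when adjusted over the list alone. Cyp17a1, which makes androgens in theca cells, gave a log2 fold change of 0.49, Hsd3b1, which makes progesterone, 0.08, and Hsd17b1, which makes estradiol in granulosa cells, -0.51. Nr5a2, a nuclear receptor of granulosa and luteal cells, gave -0.49, and Akr1c18, which inactivates progesterone, -1.97 (adjusted p = 0.374), with a wide spread in black mice (10.2 ± 13.4 units, against 1.51 ± 0.920 in LY mice, SD, n = 3 each). The list did not shift as a whole (median log2 change 0.07, mean -0.11, adjusted p = 0.893 from camera). Nor did the 9 measured genes of cholesterol uptake, storage and efflux (median -0.01, adjusted p = 0.583), among them the HDL receptor Scarb1 at 0.56, the apolipoproteins Apoa1 at -0.65 and Apoe at -0.38, and Lcat, which esterifies cholesterol, at -0.28.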

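Hsd11b1, the enzyme that regenerates active corticosterone, had means of 0.586 ± 0.0142 units in black and 1.16 ± 0.289 in LY ovaries of 180-day old mice (SD, n = 3 each), 1.93-fold higher in the fit. Hsd11b2, the enzyme that inactivates corticosterone, had 8.78 ± 1.63 and 4.63 ± 1.07 units (SD, n = 3 each), a 0.523-fold value. Neither passed limma's threshold over all probes (adjusted p = 0.154 and 0.229), and both passed when adjusted over the genes of Table 1 alone (adjusted p = 0.00208 and 0.00729), a list chosen on these arrays. Of 11 measured genes of glucocorticoid metabolism and response, none passed over all probes, and when adjusted over the list alone Hsd11b1 was higher and Hsd11b2 lower. H6pd, which supplies NADPH to Hsd11b1, gave a log2 fold change of 0.21 and the kinase Sgk1 0.20. The glucocorticoid receptor Nr3c1 gave a log2 fold change of 0.04, and the glucocorticoid-induced genes Fkbp5 and Tsc22d3 gave 0.08 and 0.02. The list as a whole did not shift (median log2 change 0.02, adjusted p = 0.983 from camera).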

Notably, aged LY mice had two-fold greater expression of 11beta-hydroxysteroid dehydrogenase type 1 (*Hsd11b1*) and a two-fold lesser expression of 11beta-hydroxysteroid dehydrogenase type 2 (*Hsd11b2*). Numerous differentially expressed genes are involved in cholesterol biosynthesis, e.g. isopentenyl-diphosphate delta isomerase (Idd1), Cyp51, lanosterol synthase, mevalonate (diphospho) decarboxylase, and sterol-C4-methyl oxidase-like (Sc4mol). 

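Idi1, which isomerizes isopentenyl diphosphate, rose from 3.98 ± 0.718 units in black to 10.5 ± 2.15 in LY ovaries (SD, n = 3 mice each), a log2 fold change of 1.39 (standard error 0.18, adjusted p = 0.0331 from limma). Cyp51, the lanosterol demethylase, rose from 14.2 ± 0.482 to 35.7 ± 5.92 units (SD, n = 3 each), by 1.31 (standard error 0.14, adjusted p = 0.0289 from limma), and its dimmer second probe gave 1.13 (adjusted p = 0.115). Lss, lanosterol synthase, rose from 2.23 ± 0.0918 to 4.84 ± 1.04 units (SD, n = 3 each), by 1.09 (standard error 0.15, adjusted p = 0.0394 from limma). Mvd, mevalonate diphosphate decarboxylase, had means of 4.05 ± 0.0839 and 8.56 ± 2.12 units, a 2.07-fold difference that did not pass over all probes (adjusted p = 0.0610). Msmo1, the C4-methyl sterol oxidase listed as Sc4mol, had 16.8 ± 1.08 and 34.0 ± 7.28 units, 2.00-fold (adjusted p = 0.0512). In all 5 genes every LY mouse lay above every black mouse. With 1 array left out in turn, Idi1 kept its call only without 180-day black replicate 1, 180-day LY replicate 2 or 90-day black replicate 2, and Lss only without 180-day LY replicate 2 (adjusted p up to 0.143 and 0.171). Cyp51 lost its call without any 180-day black replicate, 180-day LY replicate 3 or 90-day LY replicate 2 (adjusted p up to 0.135), with a log2 fold change of 1.20 to 1.44.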

In each case, LY mice exhibited an approximately 2-fold greater expression than black mice. Further examination of the microarray data revealed that genes representing nearly every step in the cholesterol biosynthetic pathway were expressed at a significantly higher level in LY mice (Figure 2). 

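Of 22 genes of the pathway, listed from its textbook steps and Figure 2, 19 were measured, and all 19 had a higher estimate in LY mice. 6 passed limma's threshold over all probes, namely Idi1, Cyp51, Lss, Hmgcs1 (HMG-CoA synthase), Mvk (mevalonate kinase) and Fdps (farnesyl diphosphate synthase), and none was lower. When adjusted over the list alone 16 of the 19 were higher. For the 12 measured genes of the steps in Figure 2 the counts were 5 and 12, with log2 fold changes from 0.72 to 1.39, and the study chose these steps on the same arrays, so they are not independent evidence. For the 7 measured genes of steps not shown there the counts were 1 and 4, with Fdps at 80.6 ± 5.17 units in black and 146 ± 2.22 in LY mice (SD, n = 3 each; 1.82-fold, adjusted p = 0.0331), Tm7sf2, a sterol reductase, at 1.71-fold, and the late enzymes Lbr and Dhcr7 at log2 fold changes of 0.04 and 0.17. Hmgcs1 rose from 1.67 ± 0.166 to 3.11 ± 0.0284 units and Mvk from 2.71 ± 0.123 to 4.85 ± 0.687 (SD, n = 3 each; adjusted p = 0.0345 and 0.0331 from limma), while Sqle, squalene epoxidase, had 0.477 ± 0.0307 and 0.819 ± 0.120 units (adjusted p = 0.150). The Figure 2 steps shifted up as a list (median log2 change 0.92, camera adjusted p = 1.48e-22, and adjusted p = 0.0254 with an estimated correlation), as did the other steps (0.41, 0.000180, and adjusted p = 0.0254 with an estimated correlation). Other targets of SREBP-2, the transcription factor that switches on cholesterol genes, rose with them (4 measured genes, median 0.58, adjusted p = 7.66e-06, and 0.0254 with an estimated correlation), with Srebf2 itself at 0.46 and Insig1, which retains SREBP-2, at 1.06. The 15 genes of fatty acid synthesis had a median of 0.18 and rose as a list with the preset correlation (adjusted p = 0.000642) but not with an estimated one (adjusted p = 0.279). Markers of granulosa cells (12 genes, median -0.40, adjusted p = 0.000180) and of oocytes (14 genes, median -0.34, adjusted p = 1.41e-06) fell in the same ovaries, calls lost with an estimated correlation (adjusted p = 0.358 and 0.279). Markers of the adrenal cortex rose (4 genes, median 0.66, adjusted p = 0.0117, and adjusted p = 0.279 with an estimated correlation), a call lost without 180-day black replicate 3 (0.35, adjusted p = 0.0709). The count of 6 became 0 without 180-day black replicate 2 or 3, 180-day LY replicate 3 or 90-day LY replicate 2, 1 without 180-day black replicate 1 or 90-day black replicate 1 or 90-day LY replicate 1, 2 without 180-day LY replicate 1 or 90-day LY replicate 3, and 3 without 90-day black replicate 3, while the median of the Figure 2 steps stayed between 0.86 and 1.07. From the higher expression of these genes, the paper proposes enhanced ovarian steroid production, and from their elevation in the face of high leptin it proposes a state of leptin resistance in the ovaries of obese LY mice.

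**Figure D2:**
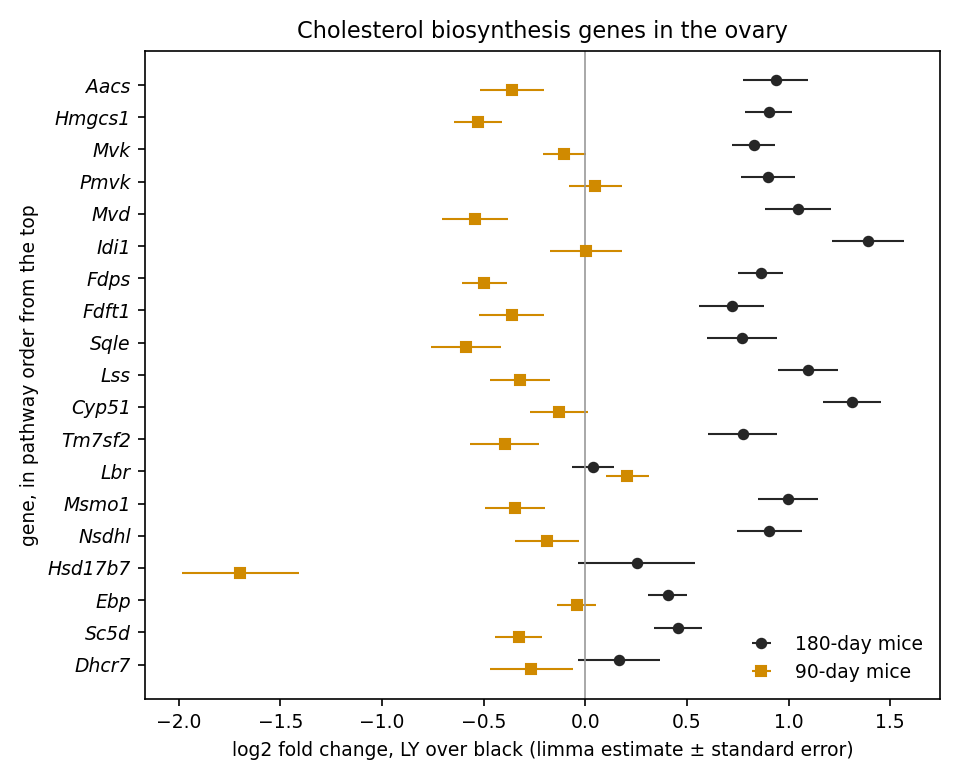
Log2 fold change of LY over black mice for the 19 measured genes of cholesterol biosynthesis in pathway order, from limma with standard errors as bars, at 180 days (black circles) and 90 days (orange squares), n = 3 mice per group. At 180 days all 19 lie above 0, from 0.04 for Lbr to 1.39 for Idi1, and at 90 days 16 of the 19 lie below 0.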

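Agt, angiotensinogen, the precursor of the angiotensins, had means of 7.81 ± 0.678 units in black and 4.37 ± 0.0927 in LY ovaries of 180-day old mice (SD, n = 3 each), a log2 fold change of -0.84 (standard error 0.12) with no overlap between the groups. It missed limma's threshold over all probes (adjusted p = 0.0512) and passed when adjusted over the genes of Table 1 alone (adjusted p = 0.000125). Other genes of the renin-angiotensin system did not follow, with the converting enzyme Ace at 0.16 and the angiotensin receptor Agtr1a at -0.09, and the 5 measured genes did not shift as a list (median log2 change 0.03, mean -0.14, adjusted p = 0.378 from camera). Leptin, the hormone of fat stores, lay under the limit of sensitivity in all 3 black mice (0.0499 ± 0.0420 units) and above it in all 3 LY mice (0.325 ± 0.110, SD, n = 3 each), which makes it at least 1.56-fold higher. In the fit it did not pass over all probes (adjusted p = 0.307) and passed when adjusted over the genes of Table 1 alone (adjusted p = 0.0199). The 11 other measured markers of white adipocytes did not shift (median -0.12, adjusted p = 0.465 from camera), with Pparg at -0.39, the glucose transporter Slc2a4 at 0.12 and Car3 at -0.92 on the log2 scale, adiponectin at 4.87 ± 4.61 and 3.13 ± 0.865 units and resistin at 2.36 ± 1.99 and 0.821 ± 0.184 in black and LY mice (SD, n = 3 each). Fgf12, a regulator of sodium channels, lay close to the limit in both groups, at 0.199 ± 0.0642 and 0.202 ± 0.137 units, with 2 of 3 arrays under it in each group.

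**Figure D3:**
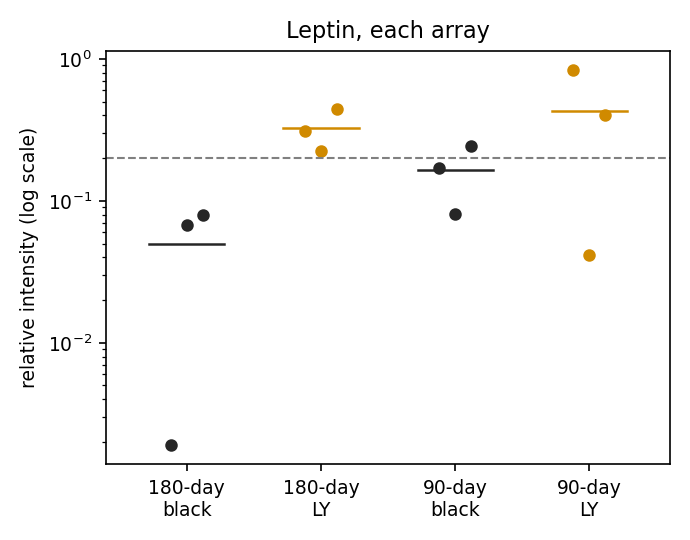
Relative intensity of the leptin probe on each of the 12 arrays (log scale), with a line at each group's mean and the limit of sensitivity of 0.2 units dashed. All 3 arrays of 180-day black mice lie below the limit and all 3 of 180-day LY mice above it, from 0.223 to 0.442 units.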

Other differentially expressed genes included angiotensinogen, leptin, and fibroblast growth factor 12.

**Figure 2:**
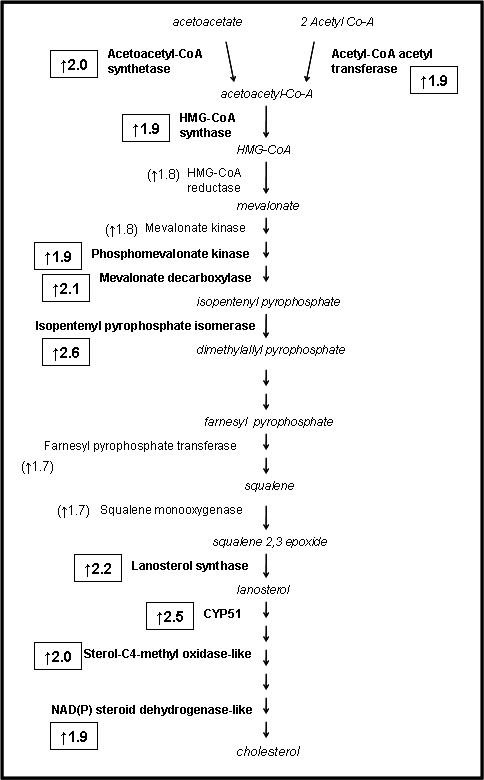
**Genes (in bold type) involved in cholesterol biosynthesis exhibiting elevated expression (p < 0.05) in 180-day LY mice as compared to black mice**. Numbers in boxes indicate fold difference (RU) in gene expression compared to black mice. Other genes in the pathway tended to be elevated (normal type with fold difference in parentheses).

Subsequently DNA microarray experiments were performed using 90-day old LY and black mice in the same manner as described to determine whether the gene expression differences in 180-day old mice were evident in younger mice that exhibited no difference in body weight. 

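Ovaries of 3 LY and 3 black mice aged 90 days, before the weights diverge, were measured with the treatment and array platform of the older mice. The arrays of the younger mice were hybridized as a separate set, with medians of 1.04 in place of 1.00, so an age effect cannot be told apart from a difference between the sets. Fold changes between LY and black mice within an age are free of such a shift, while their tests use a spread pooled over both sets. In the comparison of these differences between the ages a shift between the sets cancels, but a difference in how far the sets spread changes would not. From 80.8% to 82.0% of values reached 0.2 units on the arrays of black mice and from 81.4% to 82.8% on those of LY mice. The same probes entered the test as for the older mice, in the same model of all 12 arrays. Because a call at 1 age and none at the other does not show that the ages differ, the difference of the LY effect between the ages was tested as an interaction.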

Expression levels of agouti and *Raly *served as internal controls, (agouti: 350- and 330-fold, and *Raly*: 0.5- and 0.5-fold, 180-day versus 90-day, respectively), confirming the comparability of the two sets of microarray data. 

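In 90-day old mice agouti stood at 0.295 ± 0.0165 units in black and 97.2 ± 1.79 in LY ovaries (SD, n = 3 each), a ratio of 329.8 and a log2 fold change of 8.37 (standard error 0.24, adjusted p = 9.74e-08 from limma). The LY effect on agouti did not differ detectably between the ages (difference 0.17, standard error 0.33, adjusted p = 0.887). Raly had means of 15.5 ± 2.10 units in black and 9.33 ± 1.50 in LY mice (SD, n = 3 each), 0.602-fold. It did not pass limma's threshold over all probes (adjusted p = 0.170) and passed when adjusted over the genes of Table 1 alone (adjusted p = 0.0287), and its second probe gave 0.557-fold (adjusted p = 0.246). Between the ages its effect differed by -0.07 on the log2 scale (adjusted p = 0.944). Eif2s2, the neighbour of Raly, had 35.0 ± 4.27 and 22.2 ± 1.37 units (SD, n = 3 each; log2 fold change -0.65, adjusted p = 0.0822).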

Other than agouti and *Raly*, of the genes with differential expression in 180-day old mice, only leptin showed a significant difference in 90-day old mice (Figure 3). However, leptin expression was only 2.5-fold greater in 90-day old LY mice, as compared to 6.5-fold greater in 180-day old LY mice. 

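Of the 25 measured genes of Table 1, agouti alone passed limma's threshold over all probes in 90-day old mice, and 7 had an unadjusted p under 0.05. When adjusted over the list alone 1 gene was higher (agouti) and 3 were lower (Raly, Hmgcs1 and Mvd). Agt, which was lower in the older LY mice, had means of 12.2 ± 2.03 units in black and 12.6 ± 0.656 in LY ovaries at 90 days (SD, n = 3 each). Star had 33.0 ± 3.37 and 23.7 ± 5.96 units, a log2 fold change of -0.50 (adjusted p = 0.360). Hsd11b1 had 0.624 ± 0.0209 and 0.719 ± 0.214 units and Hsd11b2 5.79 ± 2.36 and 5.21 ± 0.874 (SD, n = 3 each; 1.12-fold and 0.937-fold). The difference of the LY effect between the ages did not pass over all probes for any of the 25 genes (for Agt -0.89 on the log2 scale, adjusted p = 0.0984, for Star 1.42, 0.116, for Hsd11b1 0.78, 0.336, and for Hsd11b2 -0.84, 0.413, all from limma). When adjusted over the list alone this difference passed for 15 of the 25, 13 of them with the larger LY over black ratio at 180 days, and the list is not independent evidence, since it was chosen for its difference at that age.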

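Leptin had means of 0.164 ± 0.0806 units in black and 0.429 ± 0.401 in LY ovaries of 90-day old mice (SD, n = 3 each), a ratio of the means of 2.61. The 3 LY mice were at 0.842, 0.0414 and 0.403 units and the 3 black mice at 0.169, 0.0814 and 0.242, so the groups overlapped and both held arrays under the limit of sensitivity. In limma's fit the log2 fold change was 0.69 (standard error 1.06, adjusted p = 0.828). The interaction of its LY effect with age did not pass (adjusted p = 0.574), and its size is not measured, since all 3 black mice of 180 days lay under that limit. Adiponectin, a marker of fat cells, had means of 14.0 ± 11.1 units in black and 7.36 ± 6.55 in LY mice at 90 days (SD, n = 3 each), and the white adipocyte markers did not shift (median -0.03, mean -0.47, adjusted p = 0.972 from camera).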

None of the genes involved in sterol synthesis and metabolism that were elevated in 180-day old LY mice were differently expressed in 90-day old mice. However, there were other genes that differed in expression between 90-day old LY and black mice that did not differ in aged mice. These data will be presented in a separate communication.

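No gene of cholesterol biosynthesis was called higher in LY mice at 90 days. Idi1 was at 12.3 ± 1.63 units in black and 12.3 ± 0.848 in LY ovaries, Cyp51 at 37.8 ± 6.15 and 34.3 ± 2.27, Lss at 4.07 ± 0.293 and 3.26 ± 0.298, and Mvd at 9.33 ± 0.477 and 6.43 ± 0.616 (SD, n = 3 mice each). None of the 19 measured genes passed limma's threshold over all probes, and 10 had an unadjusted p under 0.05. When adjusted over the list alone 5 were lower and none higher, namely Hmgcs1, Fdps, Mvd, Sqle and Hsd17b7, a late enzyme of the pathway that had 10.5 ± 3.81 and 3.17 ± 0.762 units (SD, n = 3 each). The Figure 2 steps fell as a list with the preset correlation (median log2 change -0.33, camera adjusted p = 0.00515) but not with an estimated one (adjusted p = 0.458), nor without 90-day LY replicate 2 (-0.30, adjusted p = 0.0622). The steps not shown there fell too (median -0.33, adjusted p = 0.0333, and adjusted p = 0.253 with an estimated correlation), a call lost without 90-day black replicate 1 or 3 (adjusted p = 0.0704 and 0.103) or 90-day LY replicate 2 (adjusted p = 0.0622). With quantile normalization the call was lost as well, at a smaller median of -0.14 (adjusted p = 0.0906). In the same ovaries the 6 measured markers of the corpus luteum fell (median -0.85, adjusted p = 0.00515, and adjusted p = 0.253 with an estimated correlation), among them the prostaglandin F receptor Ptgfr, with 12.4 ± 1.94 units in black and 4.77 ± 1.32 in LY mice, and the Wnt antagonist Sfrp4, with 63.5 ± 15.2 and 31.6 ± 5.87 (SD, n = 3 each). The LY effect on the Figure 2 steps was larger at 180 than at 90 days, by a median of 1.35 on the log2 scale (adjusted p = 6.21e-18, and adjusted p = 0.0341 with an estimated correlation), and so was that on the other steps (0.78, adjusted p = 6.22e-05) and on the other SREBP-2 targets (0.90, adjusted p = 2.25e-05), both with adjusted p = 0.0341 with an estimated correlation. The study chose the Figure 2 steps on these 180-day arrays. Their difference between the ages, and their part in counts of cholesterol genes, are therefore not independent evidence. Gene by gene, limma's interaction passed for none of the probes tested (smallest adjusted p 0.0664, shared by Hmgcs1 and Fdps), while 3799 (12.1%) had an unadjusted p under 0.05, and it passed for 17 of the 19 cholesterol genes when adjusted over the list alone. The count of 0 became 1 without 180-day black replicate 1 or 90-day black replicate 1, 2 and 3 without 180-day LY replicates 2 and 3, and 35 without 90-day LY replicate 3. Under other settings it was 82 with a limit of 0.5 units, 2 with quantile normalization, 18 with a floor of 0.2 units, 21 with a pseudocount of 0.1, 2 with array quality weights, 198 with a trended prior and 45 with 1 probe per gene. The paper states that gene expression in the ovaries of aging LY mice is modified as a consequence of obesity, and it reasons from the GnRH antagonist and the exogenous gonadotropin given to all mice that altered hypothalamic-pituitary control did not cause the differences.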

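At 90 days 14 probes differed between LY and black ovaries in limma's test over all probes, 2 of them higher and 12 lower in LY mice. Of the 11 with a gene name, agouti was higher and 10 were lower. Wfdc18, a secreted protein with a whey acidic protein domain, fell from 2.82 ± 0.690 to 0.716 ± 0.215 units, and Dmkn, dermokine, a secreted protein of epithelia, from 2.41 ± 0.417 to 0.765 ± 0.0753 (SD, n = 3 mice each). Tcf15, a transcription factor of the paraxial mesoderm, fell from 5.92 ± 1.67 to 1.54 ± 0.627 units, and Bace2, an aspartic protease, from 16.3 ± 0.530 to 8.37 ± 1.48 (SD, n = 3 each). Trim2, a ubiquitin ligase, fell to 0.514-fold and Nol4l to 0.438-fold, though a second Nol4l probe gave 1.09-fold and a dimmer Bace2 probe 0.854-fold. Ezr, ezrin, which ties the cell membrane to actin, fell to 0.587-fold, the actin-binding protein Aif1l to 0.592-fold and the non-muscle myosin Myh14 to 0.683-fold. For Atp8b4, a phospholipid flippase, a dimmer probe fell from 3.32 to 0.547 units, while the brighter probe had means of 4.51 ± 1.16 and 4.50 ± 1.13 (SD, n = 3 each). In the 180-day old mice Wfdc18 had means of 0.846 units in black and 0.892 in LY ovaries, Dmkn 1.34 ± 0.0793 and 1.18 ± 0.287, and Bace2 9.65 ± 0.417 and 11.1 ± 0.351 (SD, n = 3 each). The interaction between LY effect and age did not pass for any of them (adjusted p = 0.0704, 0.0879 and 0.0704 from limma). The 7 measured markers of the ovarian surface epithelium fell as a list at 90 days (median log2 change -0.69, camera adjusted p = 8.84e-05), but not with an estimated correlation (adjusted p = 0.253), and 5 of the 7 were lower when adjusted over the list alone. Among them mesothelin (Msln) had 0.730 ± 0.147 units in black and 0.407 ± 0.0616 in LY mice, the mucin Muc16 3.89 ± 0.520 and 2.14 ± 0.270, and keratin 19 (Krt19) 6.96 ± 1.16 and 4.29 ± 0.386 (SD, n = 3 each). Oviduct markers fell too (median -0.57, camera adjusted p = 0.0315), and granulosa cell markers rose (0.21, adjusted p = 0.0370). Both calls were lost with an estimated correlation (adjusted p = 0.257 and 0.568). All 14 probes separated the LY from the black mice without overlap, as did 16.2% of the probes tested, where chance gives 10%, and 4163 (13.3%) had an unadjusted p under 0.05. Named genes that passed and differed at least 1.9-fold numbered 8, with 1 higher and 7 lower. All 10 lower genes lost their call without 90-day LY replicate 1 or 2, and in the fits with 1 of the 12 arrays left out the call was kept in from 0 fits for Myh14 (adjusted p up to 0.137) to 10 for Wfdc18 and Atp8b4 (adjusted p up to 0.0801 and 0.0828). The count of 14 became 3 without 180-day black replicate 1 or 3, 7 without 180-day black replicate 2, 5 and 4 without 180-day LY replicates 1 and 2, 9 and 28 without 90-day black replicates 2 and 3, and 1, 2 and 66 without 90-day LY replicates 1, 2 and 3, and the count of 8 became 3, 5 and 3 without 180-day black replicates 1, 2 and 3, 4 without 180-day LY replicate 1 or 2, 5 and 13 without 90-day black replicates 2 and 3, and 1, 1 and 39 without 90-day LY replicates 1, 2 and 3. With scaling to the 75th percentile 1 probe was higher and 3 lower, and over the alternative settings the count ran from 1, with the methods' t-test and the Benjamini-Hochberg adjustment (2799 without it), to 200 with a trended prior.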

**Figure 3:**
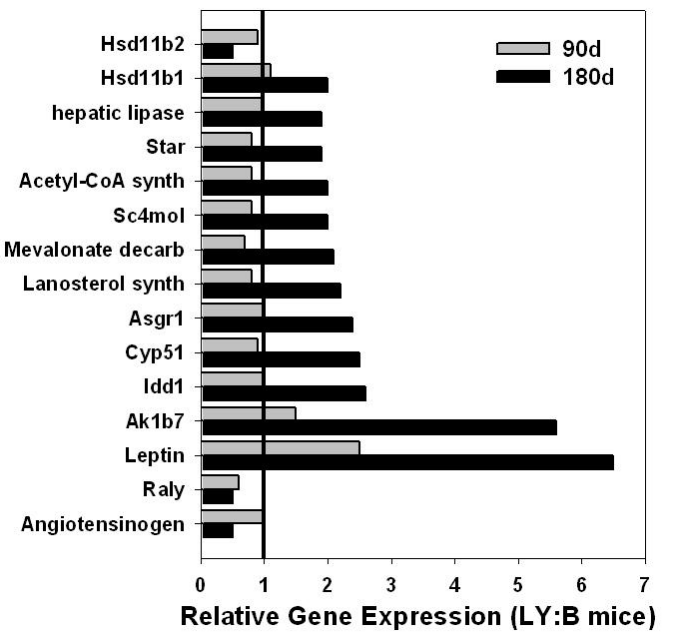
**Ovarian gene expression in 90- and 180-day LY mice relative to black mice analyzed by microarray (n = 3 for each group)**. Solid line indicates 1:1 expression ratio.

To confirm DNA microarray data, gene expression of selected genes, i.e. angiotensinogen, *Cyp51*, 3-hydroxy-3-methylglutaryl-Coenzyme A-reductase (HMG-CoA reductase) (*Hmgcr*), *Star*, *Hsd11b1 *and *Hsd11b2*, was determined by Real time RT-PCR. Relative expression of these genes as demonstrated by RT-PCR was very similar to microarray results (Figure 4).

**Figure 4:**
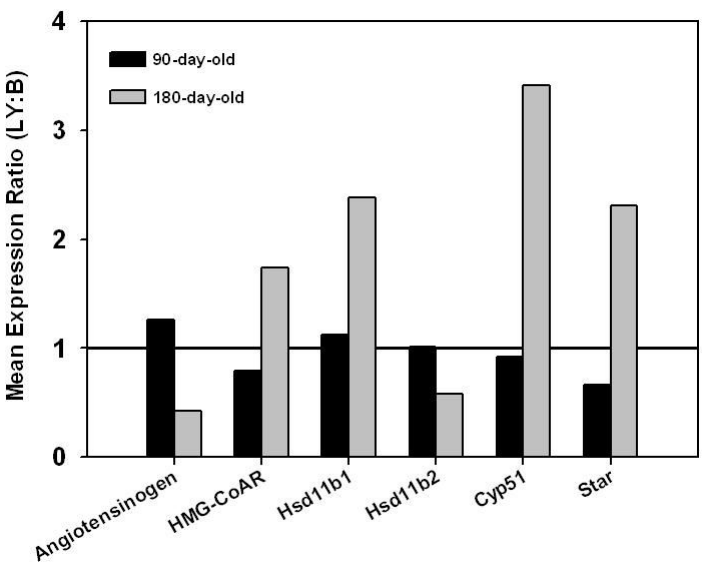
**Ovarian expression of selected genes in 90- and 180-day LY and black mice analyzed by Real Time RT-PCR**. Bars represent mean ratios (LY:black) of expression in 90- (black bars) and 180-day (gray bars) old mice. All samples were run in duplicate (n = 3 for each group).

*Hsd11b1 *and *Hsd11b2 *were of particular interest due to the opposing action of their protein products and divergence in their expression in obese LY mice. These enzymes interconvert corticosterone to its inactive metabolite 11-dehydrocorticosterone. RIA analysis of ovarian steroid extracts showed that aged LY mice had approximately twice the amount of corticosterone present in ovarian tissue as compared to age-matched black mice and young LY and black mice (Figure 5B), consistent with the shift in enzyme expression.

**Figure 5:**
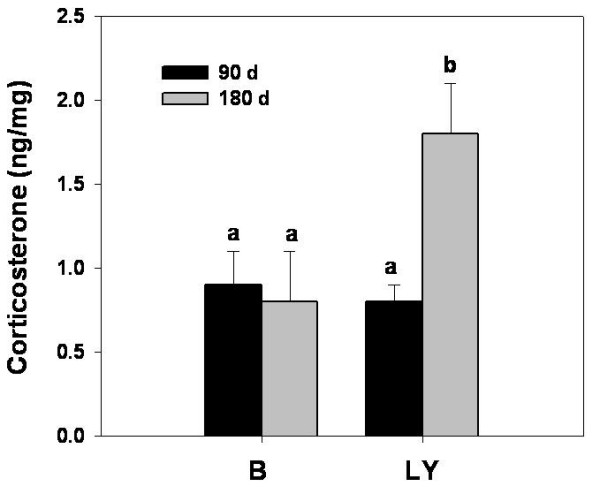
**Corticosterone concentrations in whole ovarian homogenates from 90- (black bars) and 180-day (gray bars) old black and LY mice**. Bars represent mean ± SEM (n = 5 mice per group). Different letters denote statistical significance (P < 0.05) by ANOVA with Fisher's LSD test.

## Discussion

This is the first report of differences in the levels of ovarian gene expression in an obese mouse model. The most important finding of this study is that modified gene expression in the ovaries of aging LY mice occurs as a direct consequence of acquired obesity and is not due to an altered gonadotropic state. Since all mice were GnRH-suppressed and stimulated with exogenous gonadotropin, differences in gene expression were not due to alterations in hypothalamic-pituitary control in older mice, or to differences in estrous cycle state. Stimulation of 180-day old LY mice with exogenous gonadotropin results in similar ovarian histology and leads to the same number of preovulatory follicles and ovulated oocytes as in age-matched black mice (unpublished data). Since progressive obesity in LY mice is accompanied by the development of insulin and leptin resistance, changes in gene expression may be related to altered metabolic state. Albeit a caveat of the present study is that only whole ovarian gene expression was determined, and therefore cellular localization cannot be determined.

The *A*^*y *^mutation is a large deletion that encompasses the promoter region of the agouti gene as well as a large portion of the coding region of the adjacent upstream *Raly *gene, which is constitutively expressed in all somatic cells [9]. The *Raly *promoter is thus brought into juxtaposition with the agouti gene resulting in the ubiquitous over-expression of agouti [9]. The similar level of expression of agouti gene in both young and aging LY mice relative to black mice serves as an intrinsic control confirming the comparability of the two sets of microarrays. Conversely, the *A*^*y *^mutation leads to a reduced expression of the *Raly *gene which was expressed at half the level of black mice in both 90- and 180-day old animals. This is predicted since the LY mice are heterozygous for the agouti mutation, i.e. they possess a single normal allele.

Other than agouti and *Raly*, leptin was the only other gene that was significantly altered in both 90- and 180-day old mice, although the difference in expression was much greater in the 180-day old obese mice than in the younger mice. Leptin is primarily produced by adipocytes, and circulating leptin levels increase dramatically in aging LY mice in proportion to body weight [12]. Leptin may also be produced by theca and granulosa cells of maturing follicles [21,22]. It has been proposed that leptin resistance develops in the ovaries of obese animals [12], and increasing ovarian leptin production in obese mice may be related. Although great care was taken to remove all adhering fat tissue from the ovaries before RNA extraction, the possibility that adherant fat may be the source of the disparate leptin gene expression cannot be excluded.

A major finding of this study was the consistent enhanced ovarian expression of genes involved in cholesterol biosynthesis in obese LY mice. Aging LY mice become insulin-resistant and hyperleptinemic with increasing obesity [10,11]. It's been long recognized that hepatic cholesterol synthesis is elevated in obesity [23], and is exacerbated in diabetes [24]. Moreover, adipokines such as leptin, play a regulatory role in cholesterol metabolism. Cholesterol biosynthetic enzymes were among the hepatic genes whose expression was reduced by leptin in *ob/ob *mice [25]. Hepatic HMG-CoA-reductase activity was elevated in obese Zucker rats, which are resistant to leptin, but leptin infusion reduced HMG-CoA-reductase activity in both lean and obese rats [26]. Elevated cholesterol synthetic enzymes in the face of high leptin levels is consistent with a state of leptin resistance in the ovaries of obese LY mice.

Collectively, greater expression of cholesterol synthetic genes would suggest enhanced ovarian steroid production. Other than the glucocorticoid measurements described, ovarian extracts were insufficient to further assess steroid production in the current study. However, naturally-cycling 120- and 180-day old LY mice six days post-mating had higher intraovarian progesterone concentrations than black counterparts [Diggins and Brannian, unpublished data]. The enhanced gene expression of Akr1b7, whose protein product is an enzyme that metabolizes isocaproaldehyde, a by-product of pregnenolone synthesis, further implies an augmentation of steroid synthesis in the ovaries of obese LY mice.

One cholesterol synthetic gene over-expressed in obese LY mice that is of particular interest is *Cyp51*. *Cyp51 *catalyzes an intermediate step in the conversion of lanosterol to cholesterol, and is highly expressed in ovary and testis [27]. Specifically *Cyp51 *is responsible for the C14-demethylation of lanosterol. Regulation of *Cyp51 *expression in the gonads is gonadotropin-dependent [27,28]. Unlike other cholesterol synthetic genes, the promoter region of the *Cyp51 *gene contains both steroid- (SRE) and cAMP-response elements (CRE) [27]. The product of this reaction has been identified as meiosis-activating steroid (MAS), which induces resumption of meiosis in cumulus-enclosed oocytes [29]. In eCG-stimulated rats, *Cyp51 *expression and MAS concentrations increased in preovulatory follicles, and further increased after hCG administration [28]. Although insulin plays a critical role in regulation of hepatic *Cyp51 *expression [30], it does not appear to regulate ovarian *Cyp51 *expression [28].

Not only was there greater expression of genes involved in cholesterol synthesis, but the expression of other genes related to sterol metabolism were also elevated in obese LY mice, e.g. hepatic lipase, *Star*, and Akr1b7, also known as mouse vas deferens protein (MVDP). Hepatic lipase, Star, and Akr1b7 are all gonadotropin-regulated genes in the ovary [31-33]. Furthermore, hepatic lipase and Star expression can be modulated by insulin [34,35] and leptin [34,36]. The hyperinsulinemia/insulin-resistance of the obese LY mice may contribute to the elevated expression of these genes. Hepatic lipase is elevated in diabetics [34], and leptin enhanced hepatic lipase expression when given to ob/ob mice [25]. Star expression was increased in theca cells from follicles of women with PCOS, a syndrome characterized by hyperinsulinemia/insulin resistance [37]. Moreover, leptin bi-phasically modulates granulosa cell Star expression [36].

An interesting and unexpected finding was the reciprocal shift in *Hsd11b1 *and *Hsd11b2 *expression in aging obese LY mice. These enzymes catalyze the interconversion of bioactive and bio-inactive glucocorticoids, which is an important mechanism of regulating glucocorticoid action in many target tissues. In rodents, the major bioactive glucocorticoid is corticosterone, which is converted to inactive 11-dehydrocorticosterone by 11beta-hydroxysteroid dehydrogenase type 2 [38]. Conversely, 11-dehydro-corticosterone is converted to corticosterone by 11beta-hydroxysteroid dehydrogenase type 1. In humans, cortisol and cortisone are the major active and inactive forms, respectively. Glucocorticoids are important in the pathogenesis of obesity and insulin resistance, and expression and activity of 11beta-hydroxysteroid dehydrogenases can be altered in obesity and diabetes in a tissue-specific manner [39,40]. For example, 11beta-hydroxysteroid dehydrogenase type 1 activity was enhanced in obese rat [41] and human [39] adipose tissue, but reduced in liver. An increase in type 1 and a decrease in type 2 in the ovaries of obese LY mice would predict an overall increase in ovarian corticosterone as observed. Although the ovary does not synthesize glucocorticoids *de novo*, modulation of glucocorticoid action by interconversion of corticosterone and 11-dehydrocorticosterone likely plays an important role in regulating ovarian function. That glucocorticoids alter ovarian steroidogenesis has long been recognized [42]. Furthermore, an up-regulation of *Hsd11b1 *and down regulation of *Hsd11b2 *occurs in response to gonadotropins, particularly as associated with the LH surge [43-45]. The shift in 11beta-hydroxysteroid dehydrogenase activity leads to an increase in the ratio of active to inactive glucocortiocoid around the time of ovulation [46]. Interestingly, a higher cortisol:cortisone ratio is associated with a higher clinical pregnancy rate in IVF patients [47-49]. In addition, 11beta-hydroxysteroid dehydrogenases may be important in ovarian metabolism of mineralocorticoids [45], progestins [50], and androgens [51], which may alter ovarian function.

## Conclusion

Altered ovarian gene expression in aging LY mice is directly related to progressive obesity and is not due to an altered gonadotropic state. There was a universal up-regulation of major genes of the cholesterol synthetic pathway, as well as certain key genes involved in steroid synthesis and metabolism. Notably, obesity was associated with a regulatory shift in ovarian glucocorticoid metabolism. These results suggest that obesity impacts reproductive function in LY mice at least partly via direct modification of ovarian gene expression. Modulation of ovarian gene expression may involve altered insulin and/or leptin exposure or sensitivity, which is closely related to progressive obesity. The mechanisms by which the altered ovarian gene expression observed in obese mice affects ovarian function and fertility remains to be elucidated.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JB and MD conceived and designed the study. MG, CH, and KT carried out the treatments and tissue collection, prepared preliminary data summaries, and participated in microarray analyses. KE performed RNA extractions and microarray analyses, and performed statistical analyses on microarray data. JB performed final data analysis and drafted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

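Whole ovaries of 12 female mice were measured on one-colour CodeLink arrays, 1 array per mouse, with 3 mice in each of 4 groups: LY and black mice aged 180 days and LY and black mice aged 90 days. All mice had been suppressed with Antide and stimulated with eCG, and the groups were taken from the sample labels, which match the paper. The replicates are separate mice. The authors scanned the arrays with GenePix, corrected the background with the CodeLink software and normalized with GeneSpring, and the deposited values are relative intensity units with a median of 1.00 on each 180-day array and 1.04 on each 90-day array. The methods also name a normalization of each gene to its median gene expression. The deposited intensity values are not centred gene by gene, so that step is not part of them. Scale and direction are therefore those of a linear intensity, higher meaning more transcript. Between 166 and 503 values per array were missing and between 67 and 144 were negative.

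From there, each array was divided by its median, values under 0.01 units were set to 0.01, and log2 was taken. Of 36227 probes, 21615 carry 1 gene name, 681 several and 13931 none in the platform annotation, and a probe without a name here may still measure a gene. Names were updated through the gene identifiers of the GRCm38.p6 annotation, which changed 0 of them, and agouti is written by its name in place of its single-letter symbol. The test covered the 31359 probes with a group mean of at least 0.2 units in at least 1 of the 4 groups, 19215 of them with 1 gene name, for 16323 genes. limma 3.58.1 in R 4.3.3 fitted the 4 group means to all 12 arrays (residual degrees of freedom 8, prior degrees of freedom 2.46) and gave the difference of LY from black mice at each age and the interaction of this difference with age. Adjusted p-values of genes are from limma with the Benjamini-Hochberg adjustment over the probes tested, unless given as adjusted over a list alone. The threshold is 0.05, and the fold limit of 1.9 is the paper's lower limit. Fold changes are on the log2 scale of the floored values, so those of dim probes depend on the floor. Where all 3 arrays of a group lay under 0.2 units, the fold is a lower bound against arrays set to 0.2. A gene with several probes is given by the probe with the highest mean log2 value, and probes that differ from it are mentioned. With 3 mice against 3, a two-sided exact permutation test of 1 gene cannot go below 0.1, so no such test is given for single genes at 1 age.

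Gene lists of pathways and cell types, 29 in all, were tested with camera in limma on 1 probe per gene, over 16082 genes without a missing value, with a preset correlation of 0.01, with an estimated correlation, and with fry, and adjusted over the 29 lists within each comparison. The lists, the tests, the alternative settings and the rule for the genes named in the text were fixed before the data were examined. The rule names every gene the paper names that has a probe, up to 10 genes higher and 10 lower at each age that pass the test without overlap between the groups, up to 4 genes of each list by their p at 180 days, and Eif2s2, the neighbour of Raly. The values of Table 1 had been seen in the paper by then. Genes outside this rule, namely Nr3c1, Tsc22d3, Fkbp5, Slc28a2, Hsd3b1, Lbr, Dhcr7, Hsd17b7, Acly, Fads2, Adipoq, Muc16, Dusp1, Ovgp1 and Mcm2, and the second probes of genes, were chosen after their values were seen. Of the genes of Table 1, 25 of 28 were measured by a probe named for that gene alone. Body weight, RT-PCR and corticosterone values are not analysed here.

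The procedure was tested on simulated data for 30795 probes with the arrays' own means and spread, in the comparison at 180 days. Of 100 probes changed 2-fold 68 were called, of 100 changed 4-fold 92, and 6 unchanged probes were called. The 1 list that was raised was called. The simulation drew on means and spread alone, so it does not give the power or the rate of false calls on the real arrays. There a split that mixed the genotypes called 11 lists at 180 days. The arrays correlated at 0.963 to 0.977 within a group, at 0.956 to 0.976 between genotypes of an age and at 0.927 to 0.942 between ages. The first principal component held 59.5% of the variance and separated the ages, and the second held 7.67%. Single arrays stood apart from their group on later components. On component 2, 90-day black replicate 1 lay at 68.6 (replicates 2 and 3 at 8.27 and -5.00). On component 3, 90-day LY replicate 1 lay at -58.7 (replicates 2 and 3 at 8.25 and 12.9). On component 4, 180-day LY replicate 3 lay at 49.3 (replicates 1 and 2 at 0.46 and 13.0). The arrays of each age were hybridized as a set of their own, so age and array set cannot be told apart. A shift between the sets cancels in the differences within an age, but their tests use a spread pooled over both sets. With limma on 1 age 2 probes were called at 180 days, and only 1 of them was among the 14. In the interaction such a shift cancels too, but not a difference in how far they spread changes, which was not tested. No 2 arrays held identical values. For arrays the signal over background and their number limit the precision, and no depth applies. The alternatives were no filter on dim probes, a limit of 0.5 units, the values as deposited, quantile normalization, scaling to the 75th percentile, a floor of 0.2 units, a pseudocount of 0.1, limma on 1 age, the methods' t-test with the Benjamini-Hochberg adjustment, array quality weights, an intensity trend of the prior, a replicate block, 1 probe per gene, an estimated correlation in camera, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.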

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

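The tests of explanations and the counts over other splits of the arrays given here were chosen after the results were seen, whereas the comparisons they bear on were not.

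For 6 gene lists the effect of LY differed between the ages in limma's interaction (camera with the preset correlation). The effect was larger at 180 than at 90 days for the cholesterol steps of Figure 2 (median difference 1.35 on the log2 scale), the steps not shown there (0.78), the other SREBP-2 targets (0.90) and fatty acid synthesis (0.40, adjusted p = 0.000278, and adjusted p = 0.332 with an estimated correlation). It was lower at 180 than at 90 days for granulosa cell markers (-0.64, adjusted p = 2.30e-05) and oocyte markers (-0.56, adjusted p = 2.75e-06), both with adjusted p = 0.332 with an estimated correlation. The first 3 lists kept their call with an estimated correlation, and all 6 kept it with any 1 array left out. The study chose the Figure 2 steps on these 180-day arrays, so their difference between the ages is not independent evidence.

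Several genes that the paper does not discuss passed limma's test over all probes. At 180 days the log2 fold change of LY over black mice was 0.92 for Me1, 0.86 for Fdps, 0.76 for Cisd3, 0.72 for Slc28a2, 0.69 for Tmem97, 1.59 for Svep1 (a fitted value that depends on the floor, since all black arrays lay under 0.2 units) and -1.67 for D630039A03Rik, and 1.28 for a probe without a gene name. At 90 days it was -2.56 for the dimmer Atp8b4 probe, -1.99 for Wfdc18, -1.97 for Tcf15, -1.65 for Dmkn, -1.19 for Nol4l, -0.97 for Bace2, -0.96 for Trim2, -0.77 for Ezr, -0.76 for Aif1l and -0.55 for Myh14, and -1.40, -0.88 and 0.78 for 3 probes without a gene name. No named gene of either set kept its call in all 12 fits with 1 array left out.

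The higher cholesterol genes of 180-day LY ovaries did not rest on 1 array, since the median log2 change of the Figure 2 steps was at least 0.86, and at most 1.07, with any 1 array of the 180-day mice left out. A larger share of theca and luteal cells is argued against by the 13 measured markers of theca, interstitial and luteal cells, whose median change of -0.0571 (SD 0.65) lies below 0.92 by more than their spread, while steroid-producing cells with adrenal cortex markers (4 genes, median 0.66) stay open, with Star at 0.91 and Cyp11a1 at 0.49. Scaling is argued against as well, with medians of 0.87 and 0.93 under the other scalings. A rise of SREBP-2 targets within the cells of the ovary may be biological, as a hypothesis found and tested on the same arrays. No test here told that rise apart from more cells with adrenal cortex markers. Body weight, insulin and leptin as the source of that rise were not tested. Nor were the eCG and Antide doses, which the methods scale by body weight, so that heavier mice received more of each. The lower granulosa and oocyte markers of the same ovaries stay open beside the rise.

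The higher leptin of 180-day LY ovaries is not matched by other fat cell transcripts, since the 11 white adipocyte markers had a median log2 change of -0.12 (SD 0.43) against at least 0.64 for leptin, which argues against more fat left on these ovaries. At 90 days leptin and adiponectin gave Pearson's r = 0.773 over 6 arrays (exact permutation p = 0.0736, adjusted p = 0.147 over 2 relations) and Spearman's rho = 0.486 (exact permutation p = 0.356), but r = -0.575 over the 4 arrays left without the 2 farthest, so the relation rests on those arrays, and fat on single ovaries cannot be told apart from leptin made by the ovary at that age. At 180 days r was 0.0555 (exact permutation p = 0.924), rho 0.371 (exact permutation p = 0.497) and r 0.270 without the 2 farthest. At both ages some leptin values lay under the limit of sensitivity, from 0.0414 to 0.169 units at 90 days and on all black arrays at 180 days. These correlations therefore order values in part that are not measured well. A hypothesis is that LY mice may make more leptin transcript for a given amount of fat: leptin less adiponectin was higher in LY mice by 2.62 on the log2 scale over both ages (exact permutation p = 0.005 within ages, the smallest that 400 permutations can give). Leptin less the mean of 4 adipocyte markers (adiponectin, resistin, Fabp4 and Car3) gave 2.71 (exact permutation p = 0.005). At 90 days these 4 changed by -0.66 to -1.57 on the log2 scale, against a median of -0.03 and a mean of -0.47 for all 11. At 180 days they changed by 0.05 to -1.17, against a median of -0.12 and a mean of -0.25. Leptin less the mean of all 11 was not tested. With leptin values under the limit of sensitivity set to it, the difference was 1.54 against adiponectin (exact permutation p = 0.115) and 1.63 against the mean of 4 adipocyte markers (exact permutation p = 0.035). The outcome depends on the leptin values under the limit and, with those set to it, on the markers, so this stays open.

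The lower surface epithelium markers of 90-day LY ovaries did not rest on 1 array, with medians from -0.83 to -0.60 on the log2 scale and an adjusted p of at most 0.00109 with any 1 array of the 90-day mice left out, though the call was lost with an estimated correlation (adjusted p = 0.253), as was that of the luteal markers (adjusted p = 0.253). A larger share of follicle cells would lower all other cell types alike. The 40 markers of theca, endothelial, smooth muscle and leukocyte cells had a median of -0.0612 (SD 0.27), while the luteal markers fell by a median of 0.85. This argues against such a share as the whole source of the fall. The lists differed, with medians of -0.12 for theca, -0.20 for endothelial, -0.07 for smooth muscle and 0.05 for leukocyte markers. Theca cells belong to follicles themselves, and granulosa (0.21) and oocyte (0.14) markers had positive medians, so a smaller contribution stays open. Less oviduct tissue left on the 90-day LY ovaries cannot be told apart from fewer surface cells, since the 6 oviduct markers had a median of -0.57 (SD 0.70) and oviduct epithelium also makes keratins of the surface epithelium list. The paper's mice were of similar weight at this age. A biological difference of the LY genotype in the ovarian surface or in cells with luteal markers stays open, untested. The methods report that suppressed ovaries lacked corpora lutea on histology in preliminary studies, so which cells gave the luteal markers is not known.

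Within an age, the 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. At 180 days the real split called 14 probes (highest other 2), 6 named genes at the fold limit (1), 5 genes of Table 1 (0), 6 cholesterol genes (0) and 9 gene lists, and had a median of 0.92 for the Figure 2 steps (0.56 in size). For lists the highest other split called 11, which made 2 splits with at least 9, and it set black replicate 1 with LY replicates 1 and 3. At 90 days the real split called 14 probes (highest other 1), 8 named genes at the fold limit (1), 1 gene of Table 1 (0), 7 lists (3) and 0 cholesterol genes, as did all 10 splits, and the size of the Figure 2 median was 0.33 (0.20). For the interaction 100 of the 200 splits were drawn. Chance is not excluded for its count of 6 lists (16 of 100 splits as large, highest other 10). A count of 0 probes (highest other 3) cannot be tested in this way, since all 100 splits are as large by definition, and neither can the Figure 2 median of 1.35 (1 of 100, highest other 1.19), since the study chose these genes on the same arrays.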

How the results depend on the processing

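The methods' t-test without adjustment, with and without the limit on the compared groups, was chosen after seeing the data, and the other tests were not. Of 10534 values of the 145 genes followed, none reversed, and 235 changed sign without a call in either setting. Medians of the Figure 2 steps at 180 days and of the interaction held their direction and side of the threshold in the settings followed for lists. These were an estimated correlation, quantile normalization, no filter on dim probes and each array left out in turn. Counts of single genes moved widely, and unless the setting's construction shows it (fewer probes tested, fewer arrays in the fit), the cause was not tested. Below, counts at 180 days are of probes, named genes at the fold limit, genes of Table 1 and cholesterol genes (14, 6, 5 and 6 as reported), and at 90 days of probes and named genes at the fold limit (14 and 8).

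Without a filter on dim probes the counts were 1, 1, 1 and 0 at 180 days and 4 and 4 at 90 days. With a limit of 0.5 units they were 39 probes, 11 genes of Table 1 and 11 cholesterol genes, then 134 and 32 at 90 days, with 1 cholesterol gene there, and 82 for the interaction. With a floor of 0.2 units they were 52, 11, 11 and 11, then 132 and 35 with 1 cholesterol gene, and 18 for the interaction. With log2(value + 0.1) they were 33 probes and 9 genes of Table 1, 25 probes at 90 days and 21 for the interaction. Quantile normalization gave 2 for the interaction, and scaling to the 75th percentile 4 and 4 at 90 days. limma on 1 age gave 2, 1, 1 and 0, then 2 and 2. The methods' t-test with the Benjamini-Hochberg adjustment gave 0, 0, 0 and 0, then 1 and 1, and without adjustment 4202, 57 and 20 at 180 days (50 named genes with the limit on the compared groups), then 2799 and 115 (107 with that limit) with 7 genes of Table 1. Array quality weights gave 163, 15, 14 and 11, then 3 and 3, and 2 for the interaction. The intensity trend gave 111, 14, 14 and 11, then 200 and 45 with 2 cholesterol genes, and 198 for the interaction. With 1 probe per gene there were 27 probes and 9 genes of Table 1, 30 at 90 days and 45 for the interaction. The interaction was not run for 1 age or the methods' t-test.

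The replicate block gave 2, 2, 1 and 0 at 180 days and 1 and 1 at 90 days. The numbers share no pairing, since arrays of the same number correlated at -0.00, -0.07 and -0.06 at 180 days and at 0.15, 0.07 and 0.05 at 90 days, and only 90-day replicates 1 and 2 correlated best with their own number.

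With 1 array left out the counts ranged from 1 to 21, 1 to 11, 1 to 8 and 0 to 7 at 180 days, from 1 to 66 and 1 to 39 at 90 days, and from 0 to 35 for the interaction, with 1 gene of Table 1 and 0 cholesterol genes at 90 days throughout. Gene lists called ranged from 6 to 10 at 180 days (9 as reported), 2 to 9 at 90 days (7) and 6 to 10 for the interaction (6). The Figure 2 median ranged from 0.86 to 1.07 at 180 days, from -0.37 to -0.24 at 90 days (adjusted p up to 0.0622) and from 1.21 to 1.46 for the interaction. An estimated correlation left 3, 0 and 3 lists, and the Figure 2 median of -0.33 at 90 days without a call (adjusted p = 0.458). The macrophage and leukocyte list at 180 days reversed without 180-day LY replicate 3 (-0.12, adjusted p = 0.00823, against 0.15 without a call) and had no call without LY replicate 1 (0.41). The signal over background limits leptin, Svep1 and Fgf12, which lie near 0.2 units.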

Differences from the paper's values

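The tests with the paper's own probes and the methods' t-test without adjustment were chosen after seeing the data, and the other tests named here were set before the data were examined. Of 43 values set beside the paper's, 6 differ. Leptin at 180 days is counted as not differing, but its 1.56-fold is a lower bound beside 6.5 in the paper and cannot show a match. The count rests on the brightest probe of each gene. With the probes that the paper lists, Aipl1 and Pi4k2b are not counted as differing. The fold of Aipl1 at 180 days is 1.9 in the paper and 0.996 here, and none of 26 settings set before the data were examined closes the difference (0.959 to 1.03). The dimmer probe that the paper lists for it gives 1.67, a choice made after seeing the values. Of the genes of Table 1, 20 have the probe the paper lists, and Idi1 is not among them, so that with these probes 4 genes pass over all probes in place of 5. The fold of Pi4k2b is 0.4 in the paper and 0.989 here, not closed by any of 26 settings (0.915 to 1.04), and the dimmer probe that the paper lists, chosen after seeing the values, has all 3 LY arrays under the limit of sensitivity, so its fold is known only as at most 0.855. The fold of Sh3kbp1 is 0.4 in the paper and 0.923 here, not closed by any of 26 settings (0.889 to 0.957), and a second, dimmer probe gives 0.478. The fold of Bcl2l11 is 0.55 in the paper and 1.00 here, not closed by any of 26 settings (0.937 at the lowest). The probes that the paper lists for Bcl2l11, Sh3kbp1 and Fgf12 were not found among the probes named for these genes. The settings changed the processing and not the probe, so they cannot tell a different result from a different probe. The fold of Fgf12 is 2.1 in the paper and 0.874 here, not closed by any of 23 settings (0.688 to 1.30), but 4 of the 6 arrays lie under the limit of sensitivity and the ratio of the means is 1.01, so its fold is not measured well enough to set against the paper's.

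The count of named genes changed at least 1.9-fold at 180 days is 52 in the paper and 6 here, at the paper's fold limit, its limit of sensitivity, its p threshold and its adjustment, but with limma in place of the t-test and the limit applied to the highest of 4 groups. None of 25 settings set before the data were examined comes near it (0 to 15), and the methods' t-test with the Benjamini-Hochberg adjustment gives 0. Without adjustment, a setting chosen after seeing the values, the methods' t-test gives 57 named genes, and 50 with the limit of sensitivity on the compared groups only. This setting drops 12 of the 25 measured genes of Table 1, namely Pi4k2b, Sh3kbp1, Raly, Bcl2l11, Grin2c, Agt, Hmgcs1, Pmvk, Nsdhl, Star, Aipl1 and Fgf12, and 20 of the 25 pass its p alone. Of the 12, 7 pass its p and miss only the limit of 1.9: Hmgcs1, Pmvk, Nsdhl and Star at folds of 1.87 to 1.88, which round to the 1.9 of the paper, and Agt, Grin2c and Raly at 0.557 to 0.572, where Table 1 itself lists lower genes at 0.55. The paper lists 28 genes as differing, and 5 of the 25 measured pass limma over all probes. That number was 11 with a limit of 0.5 units, 11 with a floor of 0.2 units, 14 with array quality weights, 14 with the intensity trend, 9 with log2(value + 0.1) and 9 with 1 probe per gene.

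The paper states that leptin differed in 90-day mice, where it did not pass here (limma adjusted p = 0.828, and p = 0.644 in the methods' t-test without adjustment), although the ratio of the means was 2.61. The paper states that Raly differed at both ages. Here it was lower at both, without overlap at either age, and passed when adjusted over the genes of Table 1 alone, but not over all probes. These results are from the brighter Raly probe, at 0.572-fold and 0.602-fold at 180 and 90 days. The dimmer probe that the paper lists gave 0.479-fold and 0.557-fold (adjusted p = 0.204 and 0.246 from limma), where the paper gives 0.5 at both ages. The paper states that none of the sterol genes elevated at 180 days differed at 90 days, and here none passed over all probes, while the Figure 2 steps shifted down as a list with the preset correlation (adjusted p = 0.00515) and not with an estimated one (adjusted p = 0.458). The methods' t-test without adjustment, chosen after seeing the values, calls Hmgcs1, Aacs, Msmo1, Mvd and Lss at 90 days, besides agouti and Raly. Figure 2 shows the Mvk step as tending higher, and Mvk passed over all probes here. The methods and the sample labels give eCG by body weight, while the deposited study description gives 5 IU for each mouse, which would not differ between obese and lean mice.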

Other observations

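The tests of black mice between the ages, and the genes outside the naming rule, were chosen after the data were seen, whereas the tests of the gene lists were not. In 180-day LY ovaries the lower oocyte markers were spread over the list, with 12 of 14 genes lower and Zp3, a protein of the egg coat, alone passing when adjusted over the list (31.4 ± 4.43 units in black and 18.7 ± 4.13 in LY mice, SD, n = 3 each; log2 fold change -0.76, limma adjusted p = 0.172 over all probes). Of the granulosa cell markers 10 of 12 were lower and none passed over the list alone, with Fst, follistatin, at 16.1 ± 2.97 and 10.1 ± 2.64 units and Fshr, the FSH receptor, at 7.08 ± 2.30 and 4.72 ± 0.982 (SD, n = 3 each). Of the fatty acid genes 6 were higher when adjusted over the list alone, among them Acly, which makes cytosolic acetyl-CoA, at 4.64 ± 0.602 and 7.05 ± 1.47 units (SD, n = 3 each), Fads2 at a log2 fold change of 0.93, Fads1 at 0.70 and Elovl5 at 0.41. Of the adrenal cortex markers 1 was higher over the list alone, the ACTH receptor's partner Mrap (35.2 ± 3.27 and 64.1 ± 5.19 units, SD, n = 3 each; limma adjusted p = 0.0512). LH surge response genes fell (15 genes, median -0.16, adjusted p = 0.0188, and 0.279 with an estimated correlation), a call lost without 180-day black replicates 2 (-0.09, 0.0925) and 3 (-0.20, 0.0709) and LY replicate 3 (-0.09, 0.206). Surface epithelium markers fell at this age too (median -0.22, adjusted p = 0.0367, and 0.409 with an estimated correlation), a call lost without black replicates 2 (-0.26, 0.0569) and 3 (-0.11, 0.114) and LY replicate 3 (-0.07, 0.348).

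In 90-day LY ovaries the cell proliferation list shifted up slightly with the preset correlation (median 0.17, adjusted p = 0.00515, and 0.469 with an estimated correlation), with all 14 estimates above 0, up to 0.45, and none passing over the list alone (Mcm2, of the replication helicase, 1.02 ± 0.115 units in black and 1.40 ± 0.159 in LY mice, SD, n = 3 each). The call was lost without 90-day black replicate 1 (0.06, 0.0879) and LY replicate 2 (0.09, 0.0622). Granulosa cell markers rose at this age (median 0.21, adjusted p = 0.0370, and 0.568 with an estimated correlation), a call lost without a filter on dim probes (0.21, 0.0535) and without black replicates 1 (0.09, 0.175) and 2 (0.20, 0.105) and LY replicates 1 (0.22, 0.0758) and 2 (0.07, 0.204). Oviduct markers fell (6 genes, median -0.57, adjusted p = 0.0315, and 0.257 with an estimated correlation), 2 of them over the list alone, with Ovgp1, the oviduct glycoprotein, at 4.73 ± 0.982 and 2.78 ± 0.223 units and Wfdc2 at 1.09 ± 0.650 and 0.332 ± 0.0568 (SD, n = 3 each). That call was lost without a filter on dim probes (-0.39, 0.0535) and without black replicates 2 (-0.48, 0.0763) and 3 (-0.52, 0.103) and LY replicates 2 (-0.59, 0.0622) and 3 (-0.50, 0.0911). Glucocorticoid genes missed the threshold (median -0.09, mean -0.27, adjusted p = 0.0610), with 4 lower over the list alone: the kinase Sgk1 (35.6 ± 4.64 and 14.5 ± 7.41 units), Dusp1 (6.22 ± 1.19 and 3.42 ± 0.755), Fkbp5 (15.5 ± 0.492 and 9.30 ± 1.93, SD, n = 3 each) and H6pd. They passed with quantile normalization (-0.12, 0.0226) and without 90-day LY replicate 3 (-0.13, 0.0281). fry, which asks whether the genes of a list move 1 way, called 6 lists at 180 days (both cholesterol lists, other SREBP-2 targets, fatty acid synthesis, the agouti locus and the adrenal cortex), 6 at 90 days (cholesterol steps not in Figure 2, other SREBP-2 targets, glucocorticoid genes, corpus luteum, surface epithelium and oviduct) and 6 for the interaction (both cholesterol lists, other SREBP-2 targets, fatty acid synthesis, glucocorticoid genes and the agouti locus).

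The other lists did not pass camera with the preset correlation. At 180 days the median and adjusted p were -0.12 and 0.121 for leptin and insulin signalling (Igfbp2, an IGF-binding protein, 16.2 ± 1.96 and 28.4 ± 3.76 units, SD, n = 3 each; limma adjusted p = 0.204), 0.13 and 0.121 for the melanocortin pathway (0.21 and 0.0289 without 180-day black replicate 1), -0.05 and 0.717 for brown adipocytes, 0.15 and 0.893 for macrophages and leukocytes (-0.12 and 0.00823 without 180-day LY replicate 3), 0.10 and 0.645 for theca and interstitial cells, -0.17 and 0.496 for the corpus luteum, -0.01 (mean 0.10) and 0.583 for endothelial cells, -0.07 and 0.583 for smooth muscle and fibroblasts (-0.18 and 0.0263 without 180-day LY replicate 2), -0.06 and 0.583 for the oviduct, 0.21 and 0.661 for erythrocytes (2 genes), 0.07 and 0.567 for proliferation, -0.08 and 0.378 for immediate early genes, 0.10 and 0.496 for the BCL2 family and 0.12 and 0.179 for reference genes. At 90 days they were 0.14 and 0.0610 for oocytes (0.20 and 0.0277 with quantile normalization, 0.14 and 0.0429 without 180-day LY replicate 1, 0.26 and 0.00752 without 90-day black replicate 2), -0.25 and 0.0610 for other SREBP-2 targets (-0.21 and 0.0465 with quantile normalization), -0.11 and 0.0610 for fatty acid synthesis (-0.26 and 0.0245 without 90-day black replicate 1, -0.13 and 0.0433 without LY replicate 3), -0.30 and 0.0894 for cholesterol uptake and efflux, -0.07 and 0.948 for steroidogenesis, -0.07 and 0.948 for the renin-angiotensin system, -0.13 and 0.269 for leptin and insulin signalling, 0.07 and 0.953 for melanocortins, -0.14 (mean 0.26) and 0.271 for the agouti locus, 0.01 and 0.635 for brown adipocytes, 0.05 and 0.635 for macrophages, -0.12 and 0.635 for theca cells, -0.08 and 0.972 for LH surge genes, -0.20 and 0.0665 for endothelial cells (-0.20 and 0.0369 without 180-day LY replicate 1, -0.28 and 0.00716 without 90-day LY replicate 3), -0.07 and 0.948 for smooth muscle, 0.12 and 0.948 for the adrenal cortex, 0.02 and 0.948 for erythrocytes, -0.16 and 0.148 for immediate early genes, -0.06 and 0.635 for the BCL2 family and -0.06 and 0.740 for reference genes.

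The median of the Figure 2 steps was 0.98 lower on the log2 scale in 180-day than in 90-day black mice, while against 90-day black mice 180-day LY mice lay at -0.07 and 90-day LY mice at -0.33. For the steps not shown there 180-day black mice lay at -0.87, 180-day LY mice at -0.43 and 90-day LY mice at -0.33 against 90-day black mice. Age and array set cannot be told apart in these levels, so whether the genes fell with age in black mice or rose with obesity in LY mice stays open, and arrays of both ages run as 1 set would separate them.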
